# Ribo-Seq and RNA-Seq of *TMA46* (*DFRP1*) and *GIR2* (*DFRP2*) knockout yeast strains

**DOI:** 10.12688/f1000research.74727.1

**Published:** 2021-11-16

**Authors:** Artyom A. Egorov, Desislava S. Makeeva, Nadezhda E. Makarova, Dmitri A. Bykov, Yanislav S. Hrytseniuk, Olga V. Mitkevich, Valery N. Urakov, Alexander I. Alexandrov, Ivan V. Kulakovskiy, Sergey E. Dmitriev

**Keywords:** Transcriptome, translatome, ribosome profiling, ribosome stalling, ribosome collision, Saccharomyces cerevisiae, TMA46, GIR2, GCN1/GCN20, eIF2A, YGR054W, STM1, PUB1

## Abstract

In eukaryotes, stalled and collided ribosomes are recognized by several conserved multicomponent systems, which either block protein synthesis *in situ *and resolve the collision locally, or trigger a general stress response. Yeast ribosome-binding GTPases RBG1 (DRG1 in mammals) and RBG2 (DRG2) form two distinct heterodimers with TMA46 (DFRP1) and GIR2 (DFRP2), respectively, both involved in mRNA translation. Accumulated evidence suggests that the dimers play partially redundant roles in elongation processivity and resolution of ribosome stalling and collision events, as well as in the regulation of GCN1-mediated signaling involved in ribosome-associated quality control (RQC). They also genetically interact with SLH1 (ASCC3) helicase, a key component of RQC trigger (RQT) complex disassembling collided ribosomes. Here, we present RNA-Seq and ribosome profiling (Ribo-Seq) data from *S. cerevisiae* strains with individual deletions of the *TMA46 *and *GIR2 *genes. Raw RNA-Seq and Ribo-Seq data as well as gene-level read counts are available in NCBI Gene Expression Omnibus (GEO) repository under GEO accession GSE185458 and GSE185286.

## Introduction

Here, we present Ribo-Seq and RNA-Seq data for *S. cerevisiae* strains lacking translation-associated proteins Tma46 and Gir2, as well as for the wild type BY4742 parent strain. Tma46 and Gir2 are yeast orthologs of two mammalian DRG family regulatory proteins: DFRP1 and DFRP2, respectively. ^1^^–^^3^ Mammalian DFRP1 and DFRP2 are binding partners of two closely related proteins, developmentally regulated GTPases DRG1 and DRG2, ^1^^,^^4^ while yeast Tma46 and Gir2 dimerize with their orthologs, the ribosome-binding GTPases Rbg1 and Rbg2, respectively. ^2^^,^^3^^,^^5^ Thus, in both yeast and mammals, two distinct heterodimers exist, RBG1•TMA46 (DRG1•DFRP1) and RBG2•GIR2 (DRG1•DFRP1), although under some conditions RBG1 may interact with GIR2 as well. ^5^ The RBG1 (DRG1) containing complexes associate with mono- and polysomes. ^2^^,^^3^^,^^5^^–^^7^ Using 5P-Seq, it was recently shown that RBG1•TMA46 promotes efficient translation in yeast, alleviating ribosome pausing at Arg/Lys-rich regions. ^7^ In contrast, the RBG2 (DRG2) containing dimers are not bound to ribosomes under normal conditions. ^3^^,^^6^ However, they are also clearly related to translation, as GIR2 interacts with the ribosome-bound GCN1, and RBG2•GIR2 is responsible for efficient cell growth under amino acid starvation. ^5^^,^^8^ GCN1 is a large protein necessary for activation of GCN2, the evolutionary conserved eIF2 kinase. ^9^ Recently, the RBG2•GIR2 complex was detected on the leading stalled ribosome on the Cryo-EM reconstruction of a GCN1-disome complex. ^10^ These results suggest that GIR2 is a physical linker between RBG2 and GCN1 and that this interaction could prevent excessive activation of the GCN2 pathway upon incidental ribosome stalling.

Interestingly, neither the yeast *rbg1Δ* or *rbg2Δ* knockout strains nor the double *rbg1Δrbg2Δ* mutants display any defects in translation or cell growth. ^3^ However, a genetic screen for triple synthetic interaction demonstrates that RBGs have redundant function with SLH1, ^3^ an RNA helicase involved in ribosome-associated quality control (RQC). SLH1 is an ortholog of mammalian ATCC3, a component of the ASC-1 complex that disassembles collided ribosomes (see 11 and references therein).

Taken together, the above data suggest that the RBG1•TMA46 (DRG1•DFRP1) and RBG2•GIR2 (DRG1•DFRP1) complexes play a role in elongation processivity and resolution of ribosome stalling and collision events, as well as in control of GCN1-mediated signaling accompanying these processes. However, many questions remain unanswered. In particular, the individual roles of the two distinct complexes are still unclear. To improve our understanding of their functions, we systematically characterized translational defects in *S. cerevisiae* strains with individual deletions of the *TMA46* or *GIR2* genes using ribosome profiling. ^12^ We present RNA-Seq and Ribo-Seq data for the yeast *tma46Δ* and *gir2Δ* knockout strains. For comparison, we also provide corresponding data for three strains bearing deletions of other translation-related genes: *STM1*, *PUB1* and *YGR054W* (encoding translation factor eIF2A), as well as for the wild type BY4742 parent strain. Raw sequencing data are available online in the NCBI Gene Expression Omnibus (GEO accession: GSE185458 and GSE185286).

## Materials and methods

### Yeast strains, cell maintenance, RNA-Seq and Ribo-Seq library preparation

RNA-Seq and Ribo-Seq сDNA libraries were prepared from total RNA samples or ribosome-bound RNA samples, respectively, for the wild-type BY4742 ( *MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0*) yeast strain and five knockout strains. The data were obtained in two independent series. The first one included the wild-type BY4742 yeast strain ( *wt*) and strains with individually deleted *YGR054W* (eIF2A), *STM1*, and *TMA46* genes, which were obtained from the Yeast Gene Deletion Collection. ^13^ The second one included the wild-type BY4742 yeast strain and strains lacking *GIR2* and *PUB1*, which were created during this study. 

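The genotype of BY4742 can be followed in the read counts of its marker genes. *LEU2* (YCL018W) and *URA3* (YEL021W) had 0 counts in each of the 16 RNA-Seq libraries of the first series, which allows up to 3 counts per library. *LYS2* (YBR115C) had 1 count in 1 of the 16 RNA-Seq libraries and 0 in the others. In the 16 Ribo-Seq libraries, *LEU2* reached at most 3 counts, *LYS2* at most 2 and *URA3* at most 1. *HIS3* (YOR202W), whose allele in this strain is *his3Δ1*, was counted in every library, at 64.3 to 92.8 CPM in RNA-Seq and 62.1 to 99.1 CPM in Ribo-Seq.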

KanMX disruption cassettes were obtained via polymerase chain reaction (PCR) using the primers ( *GIR2 -* 5′-CAATTGTAAAATCAGCAGGCA-3′; 5′-AAACTTGTCTATTTCCTTCTTC-3′; *PUB1 -* 5′-TTGTCCTTCATTTTCCTCTCGT-3′; 5′-AGGCCCTTTTATTTTTCGAGC-3′) and genomic DNA of the corresponding deletion collection strains as a template. Phusion HF polymerase (TFS F-530L) was used as recommended by the supplier. PCR protocol: 95°С – 5 min, [95°С – 30 sec, 64°С – 30 sec, 72°С – 60 sec] x 28 cycles, 72°С – 90 sec. The resulting cassettes were used to transform the BY4742 strain. The correctness of the integration was checked using pairs of verification primers ( *GIR2*-5′-GAAAAAGAAAGAAGAAAAATTTGGG-3′; *PUB1-*5′-ACGACCACAAAGGATCCAGGGCTT-3′; Universal primer inside the KanMX cassette - 5′-CTGCAGCGAGGAGCCGTAAT-3′).

Here we focus on *wt*, *tma46Δ*, and *gir2Δ* strains. The data from the other strains were used to correct for batch effects within each series. The libraries were sequenced, resulting in 31 RNA-Seq and 28 Ribo-Seq data sets, including 18 RNA-Seq and 16 Ribo-Seq data sets for *wt*, *gir2Δ*, and *tma46Δ* strains. 

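The libraries analysed here are the 32 of the first series, 16 RNA-Seq and 16 Ribo-Seq, with 4 replicates per assay of *wt*, *tma46Δ*, *eif2aΔ* (the *YGR054W* deletion) and *stm1Δ*. The *gir2Δ* and *pub1Δ* libraries were not analysed here. RNA-Seq measures the abundance of each mRNA, and Ribo-Seq counts the mRNA fragments protected by ribosomes. The sample labels assign the cultures to 7 batches. Replicates 1 to 4 fell in batches 1, 2, 3 and 4 for *wt*, in batches 1, 2, 3 and 5 for *tma46Δ*, and in batches 3, 4, 5 and 6 for *eif2aΔ*. Replicate 1 of *stm1Δ* was in batch 6 and its replicates 2, 3 and 4 in batch 7, so *stm1Δ* shared no batch with *wt*. The labels give the medium as YPD or SD without saying which library had which, and name cycloheximide in the medium before harvest, whereas the paper gives YPD and names cycloheximide in the buffers.
The authors deposited unnormalized read counts per gene, made before batch correction. Counts on genes ranged from 4215500 to 6334413 per RNA-Seq library of *wt* (median 5125290), from 5060413 to 6717295 of *tma46Δ* (median 5704821), from 4555952 to 5567240 of *eif2aΔ* (median 4656629) and from 4634941 to 5186167 of *stm1Δ* (median 4811640). In Ribo-Seq they ranged from 3079398 to 4122370 in *wt* (median 3467616), from 2264170 to 4069964 in *tma46Δ* (median 2980350), from 1611700 to 3221320 in *eif2aΔ* (median 3008760) and from 1457024 to 3286850 in *stm1Δ* (median 3167015). A level of 10 CPM is 42.2 reads in the shallowest RNA-Seq library and 14.6 reads in the shallowest Ribo-Seq library. Each assay was fitted over all 4 strains with edgeR's quasi-likelihood test, TMM normalization and terms for batch and strain. RO was tested as the interaction of strain and assay in 1 model over the 32 libraries. This model has no term for the culture that an RNA-Seq and a Ribo-Seq library share. FDR values are Benjamini-Hochberg adjusted over the genes tested. Because of the batch layout, the *stm1Δ* contrast of these fits rests on *stm1Δ* replicate 1. For the same reason the *eif2aΔ* contrast rests on *eif2aΔ* replicates 1 to 3, as replicate 4 shares batch 6 with that *stm1Δ* library only.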

Supplementary Table 1 in the *Extended data* ^14^ summarizes information about the sequencing experiments.

The experimental procedure followed the ribosome profiling protocol described in. ^15^ Briefly, yeast cells were grown to exponential phase (OD = 0.5-0.6) in yeast extract peptone dextrose (YPD) media (1% yeast extract, 2% peptone, 2% glucose). Cells were harvested by filtration, scraped into liquid nitrogen, and ground using a liquid nitrogen-cooled mortar and pestle with drop-by-drop addition of polysome lysis buffer (20 mM Tris-HCl pH 8.0, 140 mM KCl, 1.5 mM MgCl _2_, 0.1 mg/ml cycloheximide, 1% Triton). Cell lysates were clarified by two sequential centrifugation steps - 3000g, 5 minutes, 4°С, and 20000g, 10 minutes, 4°С. The cell lysate was partially used for mRNA isolation using oligo (dT) beads. Another portion was treated with ribonuclease I for polysome disassembly and applied to a linear 10-50% sucrose gradient in fractionation buffer (20 mM Tris pH 8.0, 140 mM KCl, 15 mM MgCl _2_, 1 mM DTT, 0.1 mg/ml cycloheximide, 1% Triton) and separated on a SW-41 rotor (Beckman) at 35000 rpm, 3 hours, 4°С. Subsequently, ribosome-bound RNA fragments were collected from the monosome fraction. Ribosome-bound RNA was isolated using acidic-phenol extraction. Further Ribo-Seq and RNA-Seq library preparations were performed as described previously. ^12^

### Sequencing data processing and analysis

Reads were trimmed using cutadapt v. 2.10 ^16^ with the following parameters for RNA-Seq (-a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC –minimum-length 20 -q 20) and Ribo-Seq samples (-a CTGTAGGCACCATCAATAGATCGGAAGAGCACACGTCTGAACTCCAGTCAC –trimmed-only -q 20). Additionally, for Ribo-Seq, the reads were deduplicated with seqkit rmdup v. 0.10.1, ^17^ and unique barcodes were then removed with cutadapt v. 2.10 (-q 20 –minimum-length 20 -u -4). Afterwards, reads were aligned against eukaryotic rRNA sequence set obtained from silva-euk ^18^ and rfam ^19^ databases using bowtie2 v. 1.2.3. ^20^ Only unmapped non-rRNA reads were used in the further analysis. 

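In the deposited per-library counts, reads mapping to several places, which are not assigned to genes, made up 5.98% to 7.11% of the reads in RNA-Seq and 43.4% to 50.8% in Ribo-Seq. Reads on the strand opposite to the counted one were 6.40% to 8.04% in RNA-Seq and 6.31% to 8.78% in Ribo-Seq. The 10 genes with the most reads took 9.96% to 13.4% of the RNA-Seq counts and 14.2% to 16.6% of the Ribo-Seq counts. The mitochondrial rRNA gene Q0158 took 0.706% to 2.14% of the Ribo-Seq counts. Because multiply mapping reads are left out, counts of genes with a near-identical copy are uncertain.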

Read mapping and counting against the Saccharomyces_cerevisiae.R64-1-1.95 (Ensembl) ^21^ genome assembly was performed with STAR v. 2.7.9a. ^22^ We estimated the position of the P-site for each dataset from the 5′ end of the reads on the basis of the length of each footprint using plastid v0.5.1. ^23^ Fraction of reads in each phase and read length distribution were also obtained with plastid, see Figure S1 in the *Extended data.* ^24^ The results show that almost 90% 28nt reads are in 0 phase through the annotated coding sequences (CDSs). Then we produced BedGraph profiles from SAM data with samtools v. 1.10 ^25^ and bedtools v2.27.1. ^26^ Coverage profiles were normalized using normalization factor and library size estimates from differential expression analysis (see below) separately for each bedGraph profile. Finally, we visualized coverage tracks in the modified genomic loci using svist4get. ^27^ Figure S2 in the *Extended data* ^24^ shows that the read counts originating from the mRNA encoded by the knockout gene in the corresponding strain are negligible. 

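*TMA46* (YOR091W, chromosome XV, 493433 to 494470, R64) was counted at 183 ± 10.8 CPM in RNA-Seq and 166 ± 20.0 CPM in Ribo-Seq of *wt* (SD, n = 4 each). The *tma46Δ* libraries had 0 to 1 counts in RNA-Seq and 0 to 2 in Ribo-Seq, at least 309-fold and 125-fold lower against a floor of 3 counts. *STM1* (YLR150W, chromosome XII, 440467 to 441288) had 2542 ± 41.8 CPM in RNA-Seq and 2960 ± 153 CPM in Ribo-Seq of *wt*. The *stm1Δ* libraries had 0 to 2 *STM1* counts in RNA-Seq and 2 to 23 in Ribo-Seq, the latter up to 0.236% of the *wt* level. *YGR054W* (chromosome VII, 596693 to 598621) had 245 ± 26.6 CPM in RNA-Seq and 302 ± 22.8 CPM in Ribo-Seq of *wt*, against 1 to 2 and 1 to 7 counts in *eif2aΔ*, up to 0.720% of the *wt* level.
Of the genes next to the deletions, *PTC5* and *ECM3* (beside *TMA46*) and *MUP1* (beside *YGR054W*) passed the expression filter. Their 6 tests gave log2 fold changes of -0.23 to 0.19, and 0 had an FDR under 0.05 by edgeR's quasi-likelihood test, with 1 at an unadjusted p under 0.05. That 1, *MUP1* RNA-Seq in *eif2aΔ* (log2 fold change -0.23, FDR 0.227), was at 0.0387 when adjusted over the RNA-Seq tests of the list alone. This adjustment does not cover all 6 tests. *GID11* (YLR149C, chromosome XII, 437631 to 439823), 643 bp from *STM1*, did not pass the filter. Its RNA-Seq level was 72.7 ± 10.2 CPM in *stm1Δ* and 12.0 ± 3.46 CPM in *wt* (SD, n = 4 each). The 4 *stm1Δ* libraries lay at 59.2 to 82.4 CPM and the 12 others at 7.66 to 18.0 CPM (two-sided exact permutation test over 1820 regroupings, p = 0.000549). This test leaves batch out, and 3 of the 4 *stm1Δ* libraries are the whole of batch 7. With batch as a term and without the filter, the log2 fold change was 3.02 (standard error 0.37, FDR 0.000295 by edgeR). In batch 6, the only batch *stm1Δ* shares, the *stm1Δ* library had 70.8 CPM and the *eif2aΔ* library 8.07 CPM. In Ribo-Seq, *GID11* lay at 3.04 to 5.35 CPM in *stm1Δ* and 4.80 to 13.0 CPM in the others. *PCD1*, on the other side of *STM1*, had TMM-normalized RNA-Seq levels of 10.7 ± 3.05 CPM in *stm1Δ* and 10.8 ± 1.45 CPM in *wt*, and Ribo-Seq levels of 7.04 ± 0.40 CPM and 10.9 ± 2.04 CPM (SD, n = 4 each). Its unscaled Ribo-Seq CPM were 6.69 to 7.61 in *stm1Δ* and 8.49 to 13.3 in *wt*, which share no batch. With batch as a term and without the filter, *PCD1* had log2 fold changes of 0.74 in RNA-Seq (standard error 0.47, FDR 0.428 by edgeR) and -0.25 in Ribo-Seq (standard error 0.54, FDR 0.979). *MCO32*, on the other side of *YGR054W* and also below the filter, had 5.39 ± 1.35 CPM in *eif2aΔ* and 3.86 ± 0.78 CPM in *wt* in RNA-Seq, and 1.46 ± 0.28 and 1.41 ± 0.61 CPM in Ribo-Seq. Fitted in the same way, its log2 fold changes were 0.61 (standard error 0.33, FDR 0.469 by edgeR) and 0.14 (standard error 0.77, FDR 1.00). From coverage tracks of the modified loci, the paper states that reads from the deleted genes are negligible and the neighbouring genes unaltered. The tracks were not examined here, and the paper's text does not name the loci they show. Whether they include the *STM1* locus is not known.

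**Figure D1:**
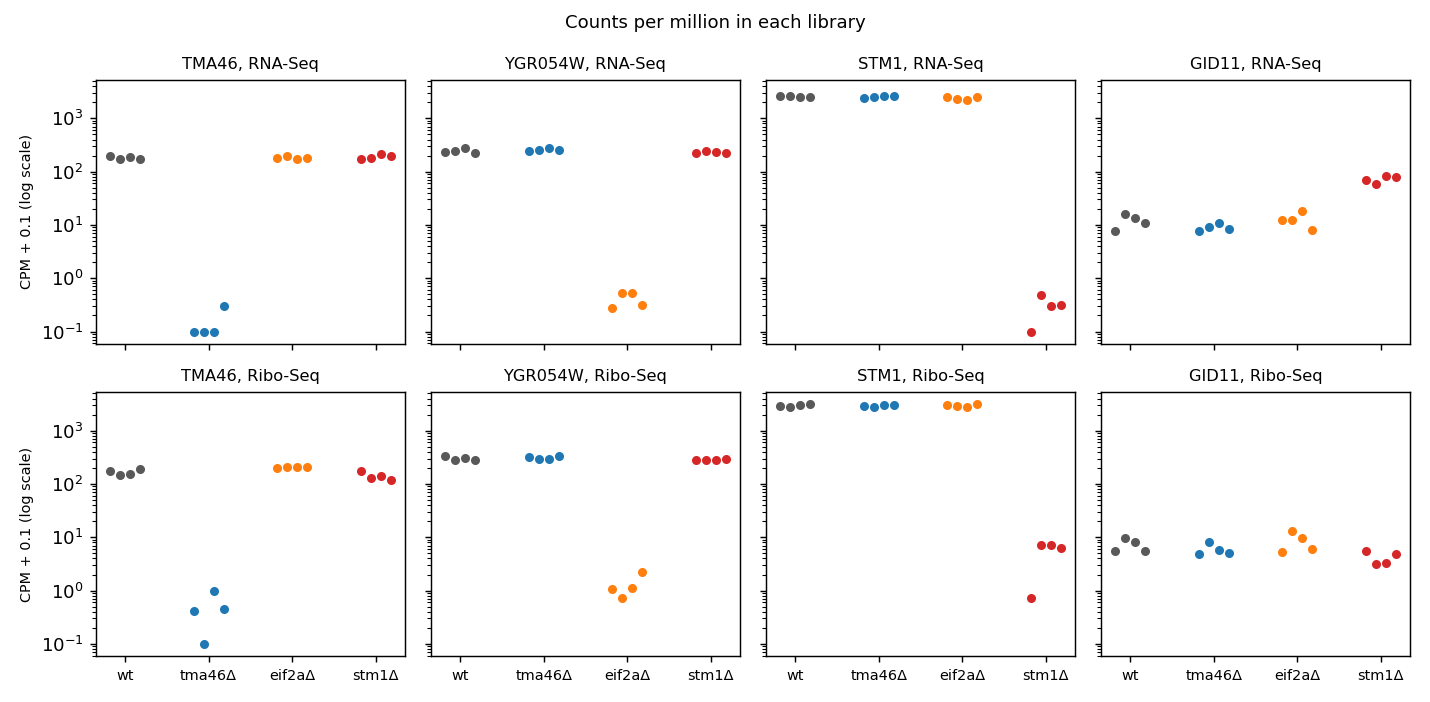
CPM plus 0.1, on a log axis, of *TMA46*, *YGR054W*, *STM1* and *GID11* in each of the 16 RNA-Seq (top) and 16 Ribo-Seq (bottom) libraries, 1 point per library, by strain. Each deleted gene is at most 0.720% of its *wt* mean in its own strain. *STM1* lies at 0.629 to 7.00 CPM in *stm1Δ* Ribo-Seq, and *GID11* at 59.2 to 82.4 CPM in *stm1Δ* RNA-Seq.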

The coverage of the neighboring genes remains unaltered, i.e. there are no indications of the so-called neighboring gene effect (NGE). ^28^

### Differential expression and Gene Ontology (GO) enrichment analysis

Statistical analyses were performed in R v. 4.1.2 using edgeR Bioconductor package. ^29^ As mentioned above, the data were produced in two independent series which were analyzed separately. Genes not reaching 10 read count per million (CPM) in at least 4 RNA-Seq and 4 Ribo-Seq libraries were excluded from the analysis. 

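Of the 7036 genes counted, 146 had no read in any library. The level of 10 CPM was reached in at least 4 RNA-Seq libraries by 5174 genes and in at least 4 Ribo-Seq libraries by 4751 genes. Both conditions held for 4625 genes, which were tested. These genes carried 97.9% to 98.4% of the counts in the RNA-Seq libraries and 97.3% to 98.6% in the Ribo-Seq libraries. *BFA1* (YJR053W) reached 10 CPM in 16 Ribo-Seq libraries but in 3 RNA-Seq libraries, and so was not among the genes tested.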

Then, we performed the batch correction using ComBat-seq R package. ^30^ Principal component analysis (PCA) plots of the raw and batch corrected expression profiles are shown in Figure S3 in the *Extended data.* ^24^ A generalized linear model (glmQLFit, glmQLFTest of the edgeR package) was used to detect differentially expressed genes (for RNA-Seq, Ribo-Seq, and ribosome occupancy (RO) defined as the Ribo-Seq coverage of a CDS normalized to its RNA-Seq coverage) with the strain as a categorical variable. 

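In the uncorrected log2 CPM values, the first 2 principal components held 36.1% and 19.7% of the variance in RNA-Seq and 28.9% and 17.5% in Ribo-Seq. Batch accounted for a median of 47.0% of the variance per gene in both assays, where 40% is the share chance gives for 7 batches. Strain accounted for a median of 31.7% in RNA-Seq and 27.7% in Ribo-Seq, where chance gives 20%. Batch and strain overlap in this layout, so these shares cannot be added. In the 3 batches that hold both *wt* and *tma46Δ*, the deviations of the 2 cultures from their strain means correlated across genes at r = 0.53 to 0.66 in RNA-Seq and 0.32 to 0.48 in Ribo-Seq. Genes are not independent replicates. Pairs of *wt* and *tma46Δ* cultures from different batches had a median r of -0.29 in RNA-Seq (range -0.65 to 0.62, overlapping the same-batch range) and -0.10 in Ribo-Seq (range -0.33 to 0.09). Deviations from a strain mean cancel within the strain, so positive r in some pairs pushes r down in others. The negative medians are thus partly fixed by the centring. Same-batch pairs that include *eif2aΔ* ranged from -0.22 to 0.34 in RNA-Seq and from -0.031 to 0.28 in Ribo-Seq.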

The false discovery rate (FDR < 0.05) was used for identification of differential expressed genes. We also performed Gene Ontology (GO) enrichment analysis for upregulated and downregulated genes with yeastmine. ^31^ The results are shown in Figure 1.

**Figure 1.**
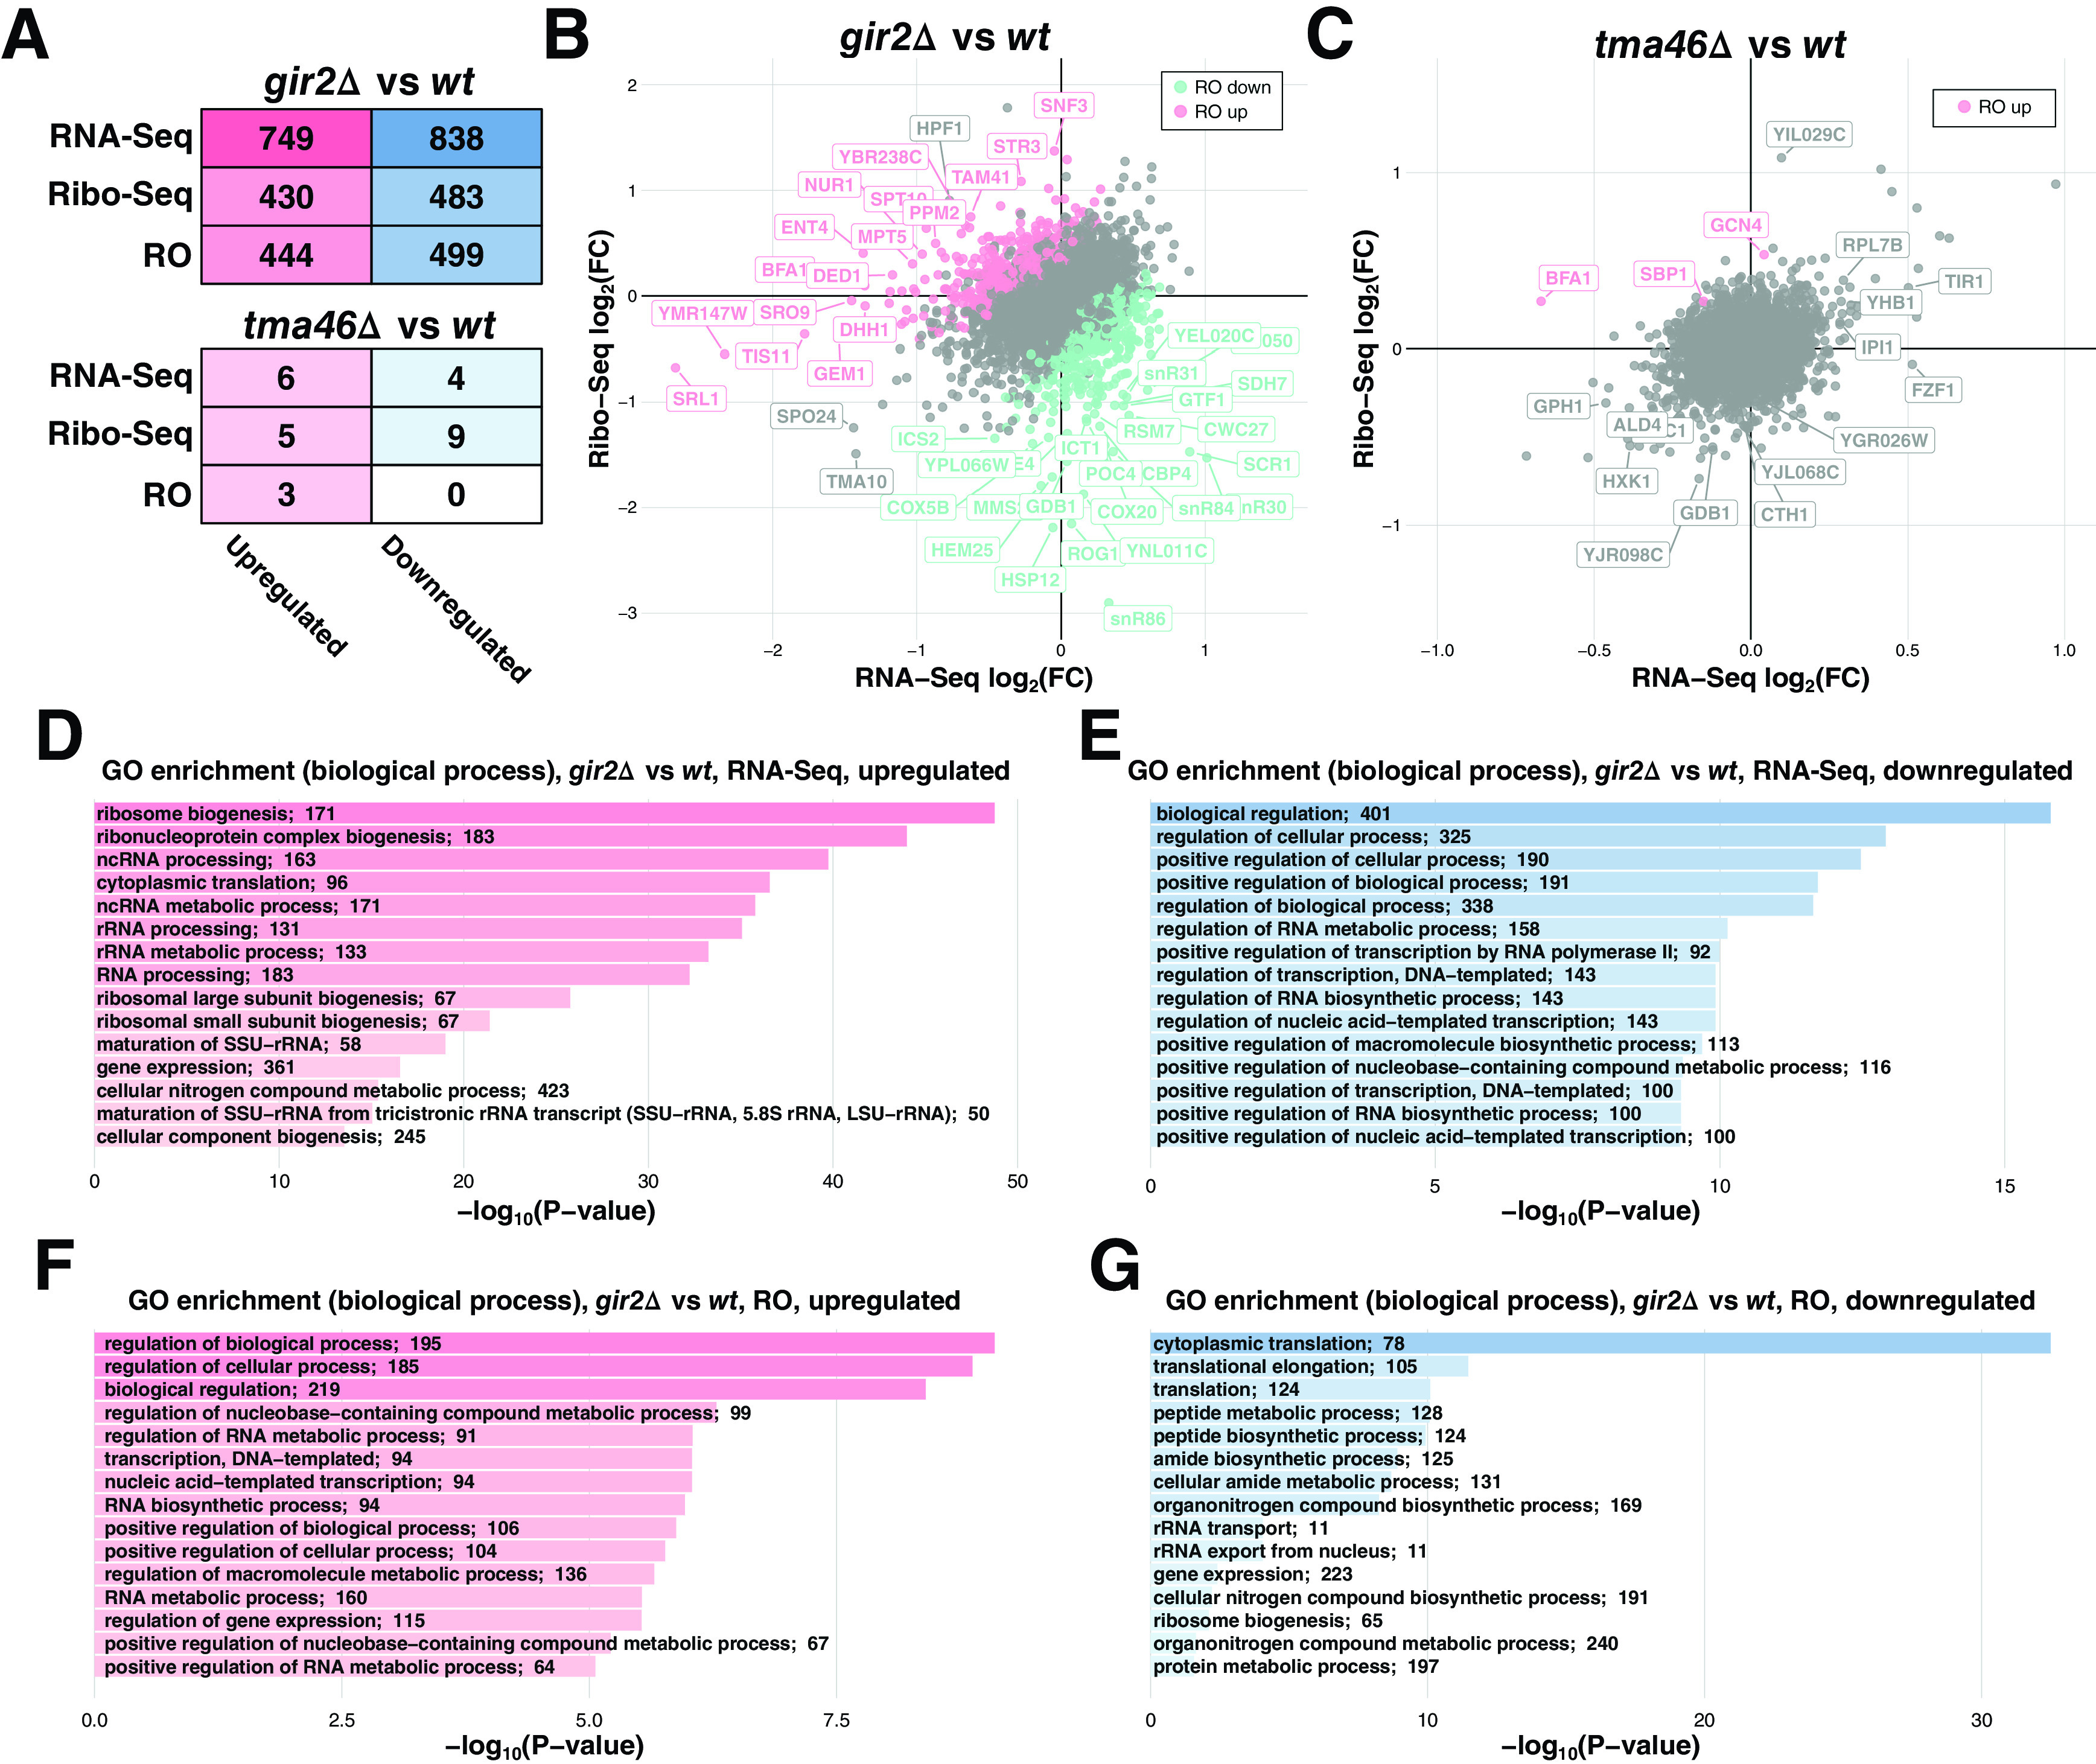
Differential gene expression upon deletions of *GIR2* and *TMA46.* (A) Total number of differentially expressed genes (passing FDR < 0.05) in each test. (B) and (C) Scatter plots illustrating expression changes at the level of transcription (X-axis, RNA-Seq) and translation (Y-Axis, Ribo-Seq) in the *gir2Δ* and *tma46Δ* strains, respectively. Translationally upregulated or downregulated (FDR < 0.05) genes marked in pink/blue, respectively. (D-G) Results of Gene Ontology (GO) enrichment analysis of RNA-Seq (D-E) and ribosome occupancy (RO) (F-G) considering upregulated (D, F) and downregulated (E, G) genes in *gir2Δ* vs. *wt* comparison. The numbers of differentially expressed genes with particular GO terms are shown in labels. X-axes show the enrichment P-value in log-scale.

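In *tma46Δ* against *wt*, 1 of 4625 genes passed FDR < 0.05 in RNA-Seq and 1 in Ribo-Seq, both times *TMA46* itself, by edgeR's quasi-likelihood test with batch as a term. No gene passed for RO (0 of 4625). The numbers of genes at an unadjusted p under 0.05 were 75, 170 and 60 for RNA-Seq, Ribo-Seq and RO, where 231 are expected by chance. Counts below chance are no evidence that nothing changed, and they depended on the fit. The *wt* and *tma46Δ* libraries alone gave 484, 496 and 328, and dropping the batch term gave 54 in RNA-Seq and 123 in Ribo-Seq. The alternative that most moved the Ribo-Seq count past FDR 0.05 was a fit of the *wt* and *tma46Δ* libraries alone. It gave 76 genes, 26 higher and 50 lower. On counts corrected with ComBat-seq with strain as group, 7 genes passed in RNA-Seq (5 higher, 2 lower), 14 in Ribo-Seq (5 higher, 9 lower) and 1 for RO (*SBP1*). In simulations with batch effects and no strain effect, this setting gave medians of 165, 94.5 and 125 calls for *tma46Δ*. Its FDR did not hold there. The median standard error of the log2 fold changes was 0.10 in RNA-Seq, 0.11 in Ribo-Seq and 0.16 for RO.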

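Across 4624 genes, *TMA46* left out, the RNA-Seq and Ribo-Seq log2 fold changes of *tma46Δ* correlated at r = 0.30 (Pearson) and rho = 0.23 (Spearman). Genes are not independent replicates, so no p-value is given. The fold changes had an SD of 0.10 in RNA-Seq and 0.14 in Ribo-Seq, and 9 and 26 genes respectively were beyond 0.5 on the log2 scale in either direction. Of the 17 genes named in Fig. 1C, 16 passed the filter, and 0 had an FDR under 0.05 in either assay, with 8 in RNA-Seq and 13 in Ribo-Seq at an unadjusted p under 0.05. Adjusted over the list alone, 7 and 13 passed, but the study chose this list on the same libraries, so that is not independent evidence. *HXK1* fell by 0.43 in RNA-Seq (standard error 0.14) and by 0.62 in Ribo-Seq (standard error 0.13, FDR 0.399 by the same edgeR test), and was lower in 3 of 3 same-batch pairs. *RPL7B*, whose reads can be lost to its near-identical copy *RPL7A*, had log2 fold changes of 0.28 in RNA-Seq and 0.40 in Ribo-Seq (standard error 0.08, FDR 0.399), higher in 3 of 3 pairs. With the replicate number as block, 5 genes named in Fig. 1C passed FDR 0.05 in RNA-Seq and 7 in Ribo-Seq. With *wt* and *tma46Δ* libraries only, 4 and 9 passed. *HXK1* and *RPL7B* passed in both assays in both of those fits. Without a batch term, 0 of the named genes passed in either assay.
Among gene lists written before the data were examined, 50 of 54 Gcn4 target genes and 18 of 21 genes of glycogen and trehalose metabolism were tested with limma's camera at a preset correlation of 0.01. Adjusted over the 4 tests, the Gcn4 list was at 0.0694 in RNA-Seq (28 of 50 genes higher) and 0.268 in Ribo-Seq. The glycogen and trehalose list had a median log2 fold change of -0.20 in RNA-Seq, with 0 of 18 genes higher (adjusted 1.38e-11), and -0.30 in Ribo-Seq, with 1 of 18 higher (adjusted 1.24e-11). Under fry and under camera with an estimated correlation, no list passed 0.05 after adjustment over the 4 tests; for the glycogen and trehalose list the adjusted values were 0.112 and 0.0811 in both assays. This list holds *GPH1*, *GDB1* and *HXK1*, which the study picked from these libraries.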

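Fig. 1C marks *BFA1*, *GCN4* and *SBP1* as translationally upregulated in *tma46Δ*. *GCN4* (YEL009C) had a log2 RO of -5.46 ± 0.43 in *tma46Δ* and -5.95 ± 0.45 in *wt* (SD, n = 4 each), a fitted RO change of 0.49 (standard error 0.16, FDR 1.00 by edgeR's interaction test). It changed by 0.01 in RNA-Seq (standard error 0.09) and 0.51 in Ribo-Seq (standard error 0.14). *SBP1* (YHL034C) had a log2 RO of 0.42 ± 0.17 in *tma46Δ* and -0.05 ± 0.07 in *wt*, a fitted change of 0.46 (standard error 0.12, FDR 1.00). Its change was -0.17 in RNA-Seq (standard error 0.07) and 0.30 in Ribo-Seq (standard error 0.09). Other fits changed some calls. By edgeR, *SBP1* had an RO FDR of 0.00758 with *wt* and *tma46Δ* libraries only, 0.00779 with the replicate number as block and 0.0385 after ComBat-seq with strain as group. In the same 3 fits *GCN4* had FDRs of 0.00713, 0.0435 and 0.00748 in Ribo-Seq and of 0.391, 0.375 and 0.0990 for RO. The Ribo-Seq FDRs of *SBP1* in these fits were 5.76e-06, 0.0135 and 0.112. *BFA1* lay below the expression filter in RNA-Seq, at 6.35 ± 1.55 CPM in *tma46Δ* and 9.69 ± 1.97 CPM in *wt*. Without the filter its RO change was 0.91 (standard error 0.33, FDR 1.00). RO was higher in *tma46Δ* in 3 of 3 same-batch pairs for each of the 3 genes. Of the 16 named genes tested, 0 passed an FDR of 0.05 for RO, with 7 at an unadjusted p under 0.05 and 5 when adjusted over the list alone. The paper identifies these genes by its own FDR < 0.05 threshold after batch correction.

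**Figure D2:**
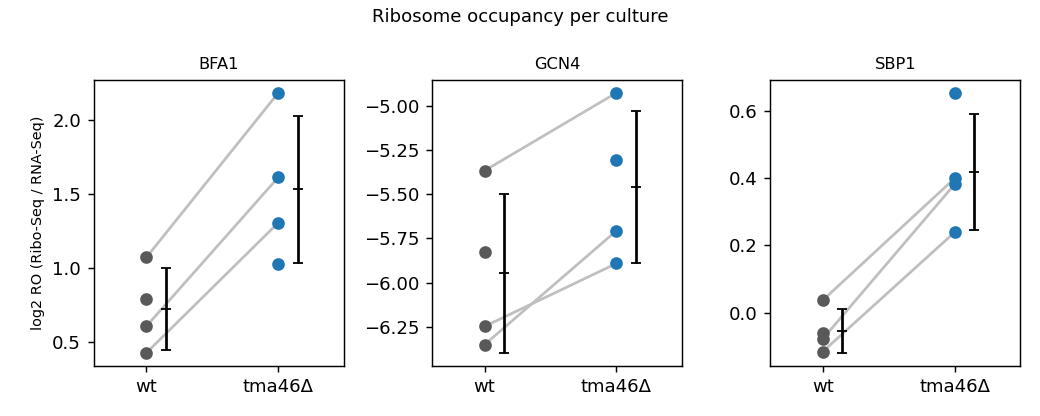
Log2 RO (Ribo-Seq over RNA-Seq CPM) of *BFA1*, *GCN4* and *SBP1* in each *wt* and *tma46Δ* culture, with means and SD (n = 4) beside the points. Grey lines join the 3 pairs of cultures from the same batch, which rise from *wt* to *tma46Δ* for each gene.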

## Data availability

### Underlying data

NCBI Gene Expression Omnibus: RNA Sequencing and Ribosome profiling of *TMA46*, *STM1* and *YGR054W* knockout yeast strains. Accession number GSE185458; https://identifiers.org/geo:GSE185458.

NCBI Gene Expression Omnibus: RNA Sequencing and Ribosome profiling of GIR2 and PUB1 knockout yeast strains. Accession number GSE185286; https://identifiers.org/geo:GSE185286.

### Extended data

Figshare: Supplementary Table 1.csv https://doi.org/10.6084/m9.figshare.16818505. ^14^

This project contains the following extended data:

- Supplementary Table 1.csv (Table with information about sequencing experiments)

Figshare: Supplementary Figures. https://doi.org/10.6084/m9.figshare.16818610.v1. ^24^

Data are available under the terms of the Creative Commons Zero “No rights reserved” data waiver (CC0 1.0 Public domain dedication).

How the deposited data were processed for this re-analysis (not part of the article)

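RNA-Seq and Ribo-Seq were made from the same cultures of *wt*, *tma46Δ*, *eif2aΔ* and *stm1Δ* yeast, 4 replicates each, 32 libraries in all. Strain, replicate and batch were taken from the sample labels. By the methods, the authors trimmed the reads with cutadapt, removed duplicate Ribo-Seq reads with seqkit, removed rRNA reads with bowtie2, and mapped and counted the rest with STAR against the Ensembl R64-1-1 annotation. The values used here are the deposited read counts per gene, without normalization or batch correction. The table of all libraries equals the sense-strand column of the per-library files, and only uniquely mapped reads are in it. The ComBat-seq counts that the study tested were computed anew here and not taken from a deposited table. The authors' footprint phasing, coverage tracks and Gene Ontology results were not analysed here.

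Counts were analysed in R 4.3.3 with edgeR 4.0.16, sva 3.50.0 (ComBat-seq), DESeq2 1.42.0 and limma 3.58.1, and plotted with matplotlib 3.10.9. Genes were kept at 10 CPM in at least 4 RNA-Seq and at least 4 Ribo-Seq libraries. The test was edgeR's glmQLFit and glmQLFTest with TMM normalization, batch and strain as terms, all 4 strains in the fit, and an FDR threshold of 0.05. RO was the strain by assay interaction. This design, the gene lists and the alternatives were written before the data were examined, except those named in the closing section as chosen afterwards. The paper corrects batches with ComBat-seq before the test; here batch was a term of the model and ComBat-seq an alternative. Other alternatives were no batch term, the replicate number as block, *wt* and *tma46Δ* libraries only, RLE and upper-quartile factors, no filter, a mean of 50 CPM, DESeq2, edgeR's newer quasi-likelihood method, unstranded counts, 1 fit over both assays, the culture as a block, and leaving out each library pair in turn.

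The genes named in the text were fixed beforehand: those legible in Fig. 1C, the deleted genes and their neighbours, the genes of the paper's text, the BY4742 markers, and up to 5 genes in each direction past the threshold in *tma46Δ*. For *eif2aΔ* and *stm1Δ*, up to 3 in each direction are listed. Gene symbols came from RefSeq, where 5956 of the 7036 identifiers matched a locus tag. Coordinates are those of R64. Each line of the table names a gene.

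Replicate libraries were compared before averaging. The chi-square per degree of freedom of replicate pairs was 2.46 to 26.4, so no library was counted as a duplicate. Batch numbers pair *wt* and *tma46Δ* replicates 1 to 3, whose deviations correlated in each of the 3 pairs in both assays, although a pair from different batches reached r = 0.62 in RNA-Seq. A count of 0 was read as allowing up to 3 counts, which covers counting error only. On simulated counts for 4625 genes with 200 genes changed by 1 on the log2 scale, the test recovered 99.5% in RNA-Seq, 98.0% in Ribo-Seq and 93.5% for RO, with 16, 10 and 13 false calls. With a change of 0.5 it recovered 79.0%, 68.5% and 30.5%. These shares hold for 200 genes changed at once in simulated counts, and the real *tma46Δ* fit may recover fewer. There, by edgeR, the larger Ribo-Seq changes of *YJR098C* (-0.79, FDR 0.469) and *HXK1* (-0.62, FDR 0.399) were not called. On the simulated counts limma's camera gave a p-value of 1.13e-67 for a set of 20 raised genes and 0.896 for 20 unchanged genes.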

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

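Among the tests in this part, those on *GID11* and on the *STM1* counts left in *stm1Δ*, and the count over *stm1Δ* splits that keep batch 7 together, were chosen only after the result was seen.

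Of 54 groups of 4 libraries examined, 4 had 1 library far from the others by the ratio of its gap to the group's range, where about 1 in 20 would by chance. The *eif2aΔ* RNA-Seq totals had a ratio of 0.849 (replicate 1 at 5567240 counts). The *stm1Δ* Ribo-Seq totals had a ratio of 0.928 (replicate 4 at 1457024 counts). *TMA46* RNA-Seq in *tma46Δ* had a ratio of 1, because 1 library had 1 count and the others 0, which is below the limit of 3 counts. No biological explanation was tested for these 3.

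*STM1* Ribo-Seq in *stm1Δ* had a ratio of 0.871: replicate 1, in batch 6, had 0.629 CPM, and the highest of the batch 7 libraries 7.00 CPM. Transcript left from the gene is argued against by RNA-Seq, where at most 0.0152% of the *wt* level was found. Counts carried over from other libraries may be the source, and this cannot be told apart from other origins here: *YGR054W* Ribo-Seq counts in *eif2aΔ* reached 0.720% of the *wt* level, so small remainders were not limited to 1 strain.

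The paper's text and Fig. 1 give no counts of changed genes for *eif2aΔ* and *stm1Δ*, whose data it used for batch correction. In *eif2aΔ*, 21 genes passed FDR 0.05 in RNA-Seq (9 higher, 12 lower), 85 in Ribo-Seq (36 higher, 49 lower) and 2 for RO, by edgeR's quasi-likelihood test. *YGR054W* is among those lower in RNA-Seq and in Ribo-Seq. The 2 for RO were *CLG1* (log2 RO change 1.46, standard error 0.17, FDR 9.78e-05) and *GDS1* (0.95, standard error 0.13, FDR 0.000563). That RO test had no term for the culture shared by both assays, and a fit with the culture as a block was not run for *eif2aΔ*. *LSO1* rose by 3.39 in RNA-Seq and 3.29 in Ribo-Seq. Of the 12 splits of the 8 *wt* and *eif2aΔ* cultures that part the same-batch pairs as the real one does, 1 gave as many genes in RNA-Seq, 1 in Ribo-Seq and 1 for RO, the real split each time. The other splits reached at most 1 gene, in Ribo-Seq, and in 20 simulations with no strain effect the batch term gave at most 3 for *eif2aΔ* in any of the 3 comparisons. The smallest share this design allows is 0.0833, so chance is not excluded by this count.

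In *stm1Δ*, 3 genes passed in RNA-Seq (0 higher, 3 lower), *STM1*, *LCB3* (-1.42) and *URA1* (-1.02), and 19 in Ribo-Seq (12 higher, 7 lower). For RO 0 passed, with 255 at an unadjusted p under 0.05. Of 35 splits, 3 gave as many in RNA-Seq and 2 in Ribo-Seq, the real one included. For RO all 35 did, since the real count is 0. The other splits that reached these counts (98 and 90 genes in RNA-Seq, 79 in Ribo-Seq) keep *stm1Δ* replicate 1 as *stm1Δ* and set replicate 2 against 3 and 4 within batch 7, a contrast the real split lacks, so they do not measure chance. Of the 5 splits that keep batch 7 together, 1 gave as many in RNA-Seq and 1 in Ribo-Seq, the real one, and the smallest share they allow is 0.20, so the splits decide nothing here. The contrast rests on *stm1Δ* replicate 1, and batch and strain cannot be told apart for replicates 2 to 4.

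*GID11*, beside *STM1*, had a log2 fold change of 3.02 in *stm1Δ* RNA-Seq without the expression filter (standard error 0.37, FDR 0.000295 by edgeR with batch as a term). Reads from the other strand are argued against, since they had a mean of 2.16 CPM in *stm1Δ*, lower than in the other libraries. Library size is also argued against: the highest *stm1Δ* RNA-Seq total was 5186167, below totals of *wt* and *tma46Δ* libraries with low *GID11*. Batch as the whole cause is argued against by the FDR above, which has batch in the model, though this contrast rests on 1 *stm1Δ* library (70.8 CPM) and 1 *eif2aΔ* library (8.07 CPM) of batch 6. Whether batch 7 adds to the level of replicates 2 to 4 stays open: their median was 78.5 CPM, and batch 7 holds *stm1Δ* only. An effect of the deletion cassette on the neighbouring gene is a hypothesis that may fit the position of *GID11*, but no test of it was possible from counts per gene. In Ribo-Seq, with batch as a term and without the filter, *GID11* had a log2 fold change of 0.08 in *stm1Δ* (standard error 0.66, FDR 1.00 by edgeR). The exact permutation test of the raw Ribo-Seq levels against the 12 others (p = 0.0352, lower in *stm1Δ*) leaves batch out, so no Ribo-Seq difference is read from it.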

How the results depend on the processing

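The alternatives were set before the data were examined, except 4 that were chosen after seeing the data: the filter applied in either assay, this filter with ComBat-seq, ComBat-seq over both assays at once, and ComBat-seq per assay with 1 fit over both. The glycogen list without the genes the study picked was also chosen afterwards. Unless stated, the cause of a change was not tested.

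For *tma46Δ* the fit gave 1, 1 and 0 genes in RNA-Seq, Ribo-Seq and RO. ComBat-seq with strain as group gave 7, 14 and 1. The replicate block on the replicate number, with *wt* and *tma46Δ* libraries only, gave 8, 18 and 1. The batch term with *wt* and *tma46Δ* libraries only gave 7, 76 and 1. In Ribo-Seq, DESeq2 and 1 fit over both assays each gave 2. Of those chosen after seeing the data, ComBat-seq with the filter in either assay gave 9 and 13, ComBat-seq over both assays at once 4, 4 and 1, and ComBat-seq with 1 fit over both assays 12 and 15. The count was 1, 1 and 0 under no replicate block, ComBat-seq without group, RLE, upper quartile, no filter, a mean of 50 CPM, the newer edgeR method and unstranded counts. With the culture as a block, which was run for RO of *tma46Δ* only, 0 genes passed. Across 8 fits that each left out 1 culture it was 1 to 1 in RNA-Seq, 1 to 2 in Ribo-Seq and 0 to 0 for RO; the 2 came without *tma46Δ* replicate 4, when *HXK1* passed.

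For *eif2aΔ* (21, 85 and 2), ComBat-seq with strain as group gave 959, 821 and 62. In RNA-Seq DESeq2 gave 63 and no filter 57. No batch term gave 15, 74 and 3, of which 8, 37 and 2 were among the 21, 85 and 2. Which genes passed thus depended on the batch term more than the counts did. Leaving out 1 culture gave 4 to 22 in RNA-Seq, 7 to 128 in Ribo-Seq and 1 to 3 for RO. The lowest came without *wt* replicate 4 or *eif2aΔ* replicate 2 (4 and 7 in each case), and the highest Ribo-Seq count without *eif2aΔ* replicate 1. The former are nearly the same fit, since each leaves the other culture alone in batch 4. Leaving out *eif2aΔ* replicate 4 gave the same 21 genes in RNA-Seq, as the contrast rests on replicates 1 to 3. RNA-Seq counts were 6, 6 and 5 without *wt* replicates 1, 2 and 3. Ribo-Seq counts were 31, 22 and 38 without those and 30 without *eif2aΔ* replicate 3. RO was 1 without *eif2aΔ* replicate 1.

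For *stm1Δ* (3, 19 and 0), ComBat-seq with strain as group gave 3151, 2561 and 2137, no replicate block 447, 220 and 3, DESeq2 236 and 38 in RNA-Seq and Ribo-Seq, and no filter 92 in RNA-Seq. Leaving out 1 culture gave 1 to 577, 1 to 189 and 0 to 1 over 7 fits. The highest of each came without *stm1Δ* replicate 2 (577, 189 and 1). RNA-Seq fell to 1 without *wt* replicate 3 or 4 and rose to 15 without *stm1Δ* replicate 4. Ribo-Seq was 5, 1, 4 and 3 without *wt* replicates 1 to 4, 7 without *stm1Δ* replicate 3 and 30 without replicate 4. Leaving out *stm1Δ* replicate 1 could not be fitted, since the contrast rests on it.

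The *GCN4* RNA-Seq change, 0.01 with all libraries, ranged from -0.025 to 0.046 when 1 culture was left out. It reversed to -0.025 without replicate 1 of either strain, to -0.0091 without *wt* replicate 3 and to -0.0082 without *tma46Δ* replicate 3, all within its standard error of 0.09. The correlation of the fold changes was 0.43 with a mean of 50 CPM.

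The Gcn4 list in RNA-Seq passed an unadjusted 0.05 with no filter (0.00780) and RLE (0.0496), and ranged from 0.00774 to 0.503 when 1 culture was left out; it passed without replicate 1 or 2 of either strain (0.00774 and 0.0314 for *wt*, 0.00779 and 0.0316 for *tma46Δ*). Adjusted over the 4 tests, by which it was not called with all libraries, it passed with no filter (0.0104) and without those replicates (0.0103 and 0.0419, 0.0104 and 0.0421), but not with RLE (0.0661). Batches 1 and 2 hold only these cultures, so leaving out replicate 1 or 2 of either strain is nearly the same fit. In Ribo-Seq the range was 0.102 to 0.768. The glycogen and trehalose list ranged from 2.15e-16 to 1.97e-07 in RNA-Seq and from 2.13e-17 to 9.29e-09 in Ribo-Seq. Under fry it was at 0.0300 in RNA-Seq and 0.0562 in Ribo-Seq, and under an estimated correlation at 0.0287 and 0.0406, before adjustment over the 4 tests. The replicate block on the replicate number was not run for the lists; dropping the batch term changed no call among them.

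Simulated changes of 0.5 were recovered for 30.5% of genes for RO, so changes of that size can go uncalled.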

Differences from the paper's values

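Fig. 1A shows the paper's counts for *tma46Δ*, read by eye. For RNA-Seq the paper's values are about 6 genes higher and about 4 lower in Fig. 1A, against 0 higher and 1 lower here. For Ribo-Seq they are about 5 higher and about 9 lower in Fig. 1A, against 0 higher and 1 lower. For RO they are about 3 higher in Fig. 1A, against 0 here, with 60 genes at an unadjusted p under 0.05.

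Among the alternatives set before the data were examined, ComBat-seq with strain as group gave 5 higher in RNA-Seq and 5 higher and 9 lower in Ribo-Seq, within 1.5 times of the paper's values, but 2 lower in RNA-Seq. The replicate block on the replicate number gave 4 higher and 4 lower in RNA-Seq and 10 lower in Ribo-Seq within that range, with 8 higher in Ribo-Seq outside it. The *wt* and *tma46Δ* libraries alone gave 4 higher and 3 lower in RNA-Seq within it, and 26 higher and 50 lower in Ribo-Seq outside it. The other alternatives set beforehand came within it for none of these counts. Of those chosen after seeing the values, ComBat-seq with the filter in either assay gave 7 higher in RNA-Seq and 4 higher and 9 lower in Ribo-Seq within the range, with 2 lower in RNA-Seq outside it. ComBat-seq with 1 fit over both assays gave 5 higher in RNA-Seq and 7 higher and 8 lower in Ribo-Seq within it, with 7 lower in RNA-Seq outside it. ComBat-seq over both assays at once and the filter in either assay alone came within it for none of these. No setting gave the paper's RO count. The highest was 1, *SBP1*, with ComBat-seq with strain as group, with the replicate block on the replicate number, with *wt* and *tma46Δ* libraries alone, and with ComBat-seq over both assays at once, the last chosen after seeing the values.

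Fig. 1C marks *BFA1* and *GCN4* as changed in RO; neither passed FDR 0.05 for RO under any setting in which it was tested. For *BFA1* these were 4: no filter, unstranded counts, and the filter in either assay with and without ComBat-seq, the last 2 chosen after seeing the values. *BFA1* is plotted there, while it did not pass the filter as read here, at 10 CPM in 3 RNA-Seq libraries. Of the genes named in Fig. 1C, the following settings called at least 1 in RNA-Seq or Ribo-Seq. ComBat-seq with strain as group called *RPL7B*, *YHB1*, *FZF1* and *GPH1* in RNA-Seq. In Ribo-Seq it called *GCN4*, *RPL7B*, *CTH1*, *YJR098C*, *HXK1* and *ALD4*. The replicate block on the replicate number called *RPL7B*, *TIR1*, *YHB1*, *HXK1* and *GPH1* in RNA-Seq. In Ribo-Seq it called *GCN4*, *SBP1*, *EMA17*, *RPL7B*, *YHB1*, *HXK1* and *ALD4*. The *wt* and *tma46Δ* libraries alone called *RPL7B*, *TIR1*, *YHB1* and *HXK1* in RNA-Seq. In Ribo-Seq they called *GCN4*, *SBP1*, *EMA17*, *RPL7B*, *TIR1*, *YHB1*, *YJR098C*, *HXK1* and *ALD4*. In Ribo-Seq, DESeq2 and the fit without *tma46Δ* replicate 4 called *HXK1*, and 1 fit over both assays called *RPL7B*. The others were 3 chosen after seeing the values: ComBat-seq with the filter in either assay, over both assays at once, and with 1 fit over both assays.

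The paper states that coverage of the neighbouring genes is unaltered, and its text does not name the loci. *GID11*, beside *STM1*, had a mean RNA-Seq level in *stm1Δ* 6.07 times that in *wt*. The paper's coverage tracks were not examined here, so whether its statement covers the *STM1* locus is not known.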

Other observations

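The simulations and the splits of the cultures were set before their results were seen. The tests of the glycogen and trehalose list without the study's genes and of the list of anaerobic and heme-regulated genes, with its random lists, were chosen only after the result was seen. So was the requirement that a real count lie inside the simulated range, that a gene list pass 3 kinds of set test, and that a real count exceed the simulated ones by more than their range, before an explanation was read as decided.

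Of the 8 splits of the *wt* and *tma46Δ* cultures that part the 3 same-batch pairs, 1 gave as many genes past FDR 0.05 in RNA-Seq and 1 in Ribo-Seq, the real split, through *TMA46* itself; for RO all 8 did, since the count is 0. Even 1 of 8 is a share above 0.05, so the splits decide nothing. With ComBat-seq, 2 of 8 splits gave as many in RNA-Seq, another reaching 15 genes, 1 of 8 in Ribo-Seq and 3 of 8 for RO. With *wt* and *tma46Δ* libraries alone it was 2 of 8 each time, because exchanging the replicate 4 labels gives the identical fit.

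A candidate explanation for the larger counts after ComBat-seq with strain as group is that the correction removes spread that the test then does not count. In 20 simulations of 4625 genes with batch effects and no strain effect, the batch term gave at most 6 calls in any comparison. After ComBat-seq the real count lay inside the simulated range in 1 comparison, *stm1Δ* RO, with 2137 against a range of 2054 to 2205 (median 2148.5). The real counts were above the highest simulated one for *eif2aΔ* in RNA-Seq (959 against 492, median 410.5) and Ribo-Seq (821 against 347, median 309), and for *stm1Δ* in RNA-Seq (3151 against 2313, median 2245.5) and Ribo-Seq (2561 against 2098, median 2046). They were below it for *tma46Δ* (7, 14 and 1 against medians of 165, 94.5 and 125) and for *eif2aΔ* RO (62 against 364.5). Outside the range, on either side, the simulation does not describe the data, and the explanation stays open. The simulated genes are independent of one another, unlike real ones.

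False calls of the smaller fit could also explain why *wt* and *tma46Δ* libraries alone gave more genes. The highest count in a simulation with no strain effect was 5 in RNA-Seq, 14 in Ribo-Seq and 3 for RO, against real counts without *TMA46* of 6, 75 and 1. This argues against false calls of independent genes as the whole source in Ribo-Seq. In RNA-Seq the margin of 1 gene is too small to decide, and for RO false calls reach the real count. Genes that move together in a culture were not simulated, so that source stays open, as does an effect of the deletion.

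The glycogen and trehalose list was lower in *tma46Δ*. Without *GPH1*, *GDB1* and *HXK1*, which the study picked from these libraries, the 15 genes left had a p of 1.54e-08 by limma's camera in RNA-Seq (15 of 15 lower, median -0.19) and 1.41e-07 in Ribo-Seq (14 of 15 lower, median -0.24), and medians lower in 3 of 3 pairs. Under an estimated correlation p was 0.0601 and 0.0807, and under fry 0.0574 and 0.0994, so those tests do not call the shorter list. The 8 splits were run on the full list of 18 genes, for which the real split had a camera p of 6.91e-12 in RNA-Seq and 3.10e-12 in Ribo-Seq. There 1 split gave as small a p in each assay, the real one, but 1 of 8 is a share above 0.05, so chance is not excluded. The smallest p of the other splits was 1.85e-08 in RNA-Seq and 1.66e-09 in Ribo-Seq. That split exchanges the labels of 1 replicate only, so it can carry most of a real difference and does not measure chance. A split that exchanges more labels still reached 0.00311 and 0.000167 with the preset correlation. Lower expression of these genes in *tma46Δ* may be a hypothesis to follow, with a difference in growth state between cultures as open as an effect of the deletion.

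Among genes moving most along the first principal component, several appeared to belong to the anaerobic and heme-regulated program, and a list of 31 such genes was written leaving out those already seen. The 23 tested followed the component over 16 cultures, strain means removed, at r = 0.85 (permutation p = 0.00459) and rho = 0.86 (permutation p = 0.00223) in RNA-Seq, and r = 0.93 (permutation p = 0.000230) and rho = 0.93 (permutation p = 0.000810) in Ribo-Seq. Adjusted over the 2 assays, the p-values of r were 0.00459 and 0.000460. Without the 2 farthest cultures r was 0.83 and 0.90. However, any gene list may follow the main component: 94.38% of 10000 random lists matched on expression had a smaller absolute r in RNA-Seq and 99.4% in Ribo-Seq, with a median absolute r of 0.46 and 0.40. By signed r the shares were 98.6% and 99.6%. The criterion of 95% in both assays, written for the absolute r before the random lists were drawn, was narrowly not met in RNA-Seq, while the signed r would have met it, so whether these genes stand apart from other lists stays open. No link to the medium or to oxygen was tested.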
